# Genome-wide analysis identifies a functional association of Tet1 and Polycomb repressive complex 2 in mouse embryonic stem cells

**DOI:** 10.1186/gb-2013-14-8-r91

**Published:** 2013-08-29

**Authors:** Francesco Neri, Danny Incarnato, Anna Krepelova, Stefania Rapelli, Andrea Pagnani, Riccardo Zecchina, Caterina Parlato, Salvatore Oliviero

**Keywords:** DNA-hydrossymethylation, Chip-Seq, PRC2, Stem Cells, Liver, Brain;Fibroblasts

## Abstract

**Background:**

Ten-Eleven Translocation (TETs)proteins mediate the oxidation of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC). Tet1 is expressed at high levels in mouse embryonic stem cells (ESCs), where it mediates the induction of 5hmC decoration on gene-regulatory elements. While the function of Tet1 is known, the mechanisms of its specificity remain unclear.

**Results:**

We perform a genome-wide comparative analysis of 5hmC in pluripotent ESCs, as well as in differentiated embryonic and adult cells. We find that 5hmC co-localization with Polycomb repressive complex 2 (PRC2) is specific to ESCs and is absent in differentiated cells. Tet1 in ESCs is distributed on bivalent genes in two independent pools: one with Sin3a centered at non-hydroxymethylated transcription start sites and another centered downstream from these sites. This latter pool of Tet1 co-localizes with 5hmC and PRC2. Through co-immunoprecipitation experiments, we show that Tet1 forms a complex with PRC2 specifically in ESCs. Genome-wide analysis of 5hmC profiles in ESCs following knockdown of the PRC2 subunit Suz12 shows a reduction of 5hmC within promoter sequences, specifically at H3K27me3-positive regions of bivalent promoters.

**Conclusions:**

In ESCs, PRC2 recruits Tet1 to chromatin at H3K27me3 positive regions of the genome, with 5hmC enriched in a broad peak centered 455 bp after the transcription start site and dependent on the PRC2 component Suz12. These results suggest that PRC2-dependent recruitment of Tet1 contributes to epigenetic plasticity throughout cell differentiation.

## Background

In eukaryotic cells, 5-methylcytosine (5mC) occurs almost exclusively within a CpG context, and is catalyzed by the family of DNA methyltransferase (DNMT) enzymes [1-3]. More recently, a number of studies have identified a mechanism of DNA demethylation involving the oxidation of 5mC to 5-hydroxymethylcytosine (5hmC), which can function as a new epigenetic marker or as an intermediate toward further oxidative states by Ten-eleven translocation (TET) proteins [4-11]. In embryonic stem cells (ESCs) and in embryonic and adult tissues, 5hmC modification occurs at high levels, whereas it is significantly reduced in cancer[12-17]. In ESCs, 5hmC is principally catalyzed by Tet1, which has high expression in these cells. Genome-wide studies in ESCs have shown 5hmC enrichment on regulatory elements, such as promoters, enhancers, and gene bodies [18-27]. Tet1 depletion in ESCs leads to both transcriptional activation, in accordance with its role in oxidation of 5mC, and transcriptional repression [6,20,25,28-32]. Genome-wide analysis have shown that Tet1 binding correlates with the transcriptional repressor Sin3a, which forms a nuclear complex with Tet1 and also with the Polycomb repressive complex 2 (PRC2) [19,23,25,32].

PRC2 is the enzymatic complex that mediates the trimethylation of lysine 27 of histone H3 (H3K27me3) on developmental genes that determine whether the chromatin remains either open or fully inaccessible. It is formed by a core complex that includes Enhancer of Zeste 1 or 2 homolog (Ezh1 or Ezh2), Suppressor of Zeste 12 homolog (Suz12), Embryonic ectoderm development (Eed), and other accessory subunits, many of which are specific to ESCs [33-41]. PRC2 is involved in a number of different biological processes, and its dysregulation is associated with carcinogenesis [33,42].

Using genome-wide analysis of 5hmC distribution in ESCs with respect to embryonic and adult tissues, we found that the overlap between the repressive modification H3K27me3 and 5hmC is ESC-specific, and we studied the molecular mechanism of the interplay between Tet1 and PRC2 in ESC.

## Results

### Genome-wide distribution of 5hmC in ESCs and differentiated cells

We mapped the genome-wide distribution of 5hmC using the glucosylation, periodate oxidation, biotinylation (GLIB) method followed by sequencing using an Illumina platform (GLIB-Seq) [18] in ESCs, primary mouse embryonic fibroblasts (MEFs), and two different tissues with distinct embryological derivation: brain, which is known to have high levels of 5hmC, and liver, which is a homogeneous tissue composed almost exclusively of hepatocytes.

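The GLIB method attaches a glucose to each 5hmC, opens the sugar with periodate and couples biotin to it, so that fragments that carry 5hmC are pulled down and sequenced. The data used here are 1 library of each of the 4 cell types: the E14 line of ESCs, MEFs, and brain and liver of 8-week-old mice. For the MEFs the methods give embryonic day 13.5 and the sample labels embryonic day 11. The authors mapped the reads to the mm9 assembly with Bowtie, kept unique hits, collapsed redundant reads and called peaks with MACS in each library, and the deposited values are the position of each peak and its score, in MACS lists a multiple of the negative log10 of the p-value. Read counts are not part of such a list, so the sequencing depth is unknown. The lists hold 171866 peaks in ESCs, 217026 in MEFs, 157512 in brain and 130409 in liver, and 1 mitochondrial peak was left out of each. The median peak width was 844 bp in ESCs, 817 bp in MEFs, 1063 bp in brain and 1016 bp in liver, and the peaks covered 179, 208, 195 and 169.7 Mb, respectively. The lowest score was 80 in ESCs and liver but 30 in MEFs and brain, so that the lists do not reach down to the same score. Of the MEF peaks 34.1% and of the brain peaks 21.1% had a score of at least 80. Genes, exons and TSSs were taken from the GENCODE annotation of NCBIM37, the same assembly as mm9, with 22367 protein-coding genes on the nuclear chromosomes. As each cell type has 1 library, no spread between replicates can be given, differences between libraries were not tested, and the exact (Clopper-Pearson) 95% intervals given for shares cover counting error alone.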

Heatmaps plotted using the gene expression levels obtained from RNA sequencing (RNA-Seq) analysis showed a similar distribution pattern in all samples, with 5hmC enrichment typically on gene bodies with respect to the transcription start site (TSS) (Figure 1A). 

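Without regard to expression, the share of protein-coding TSSs that lay under a 5hmC peak was 11.8% in ESCs (95% interval 11.4 to 12.2%), 6.87% in MEFs (6.54 to 7.21%), 4.49% in brain (4.22 to 4.76%) and 5.42% in liver (5.13 to 5.72%). Between 1 and 2 kb from the TSS on both sides, the mean share was 14.7, 12.4, 10.9 and 16.6%, respectively. The TSS was therefore at 0.80, 0.555, 0.411 and 0.326 times the level of its flanks, a shallower dip in ESCs than in the other cell types. In 2 further ESC libraries, from cells transfected with a hairpin against GFP (shGFP) or Suz12 (shSuz12), it was at 1.14 (95% interval 1.1 to 1.19) and 0.909 times (0.862 to 0.958), so that the ESC dip was not seen in shGFP. Among the alternatives, taking all annotated genes moved the ratio of the 4 cell types most in ESCs, brain and liver, to 0.954, 0.622 and 0.497, and flanks at 2 to 5 kb moved it most in MEFs, to 0.721. Along the genes, each divided into 100 equal parts, the share under a peak was 12.2, 7.27, 4.79 and 5.52% in the first part. On average in the last 10 parts it was 21.5, 11.4, 17.4 and 21.1%, higher than in the first part in each of the 4 libraries. In MEFs it also reached 11.9% early in the gene and was 10.3% in the middle, so that it did not rise steadily along the gene. A score of at least 80 in every library was chosen after the data had been seen. It moved the ratio of the last 10 parts to the first part most in brain, from 3.63 to 5.12. The lists also overlapped each other. Of the ESC peaks, 48.0% overlapped a MEF peak by at least 1 bp, 44.4% a brain peak and 38.4% a liver peak, against 15.9, 13.6 and 11.4% on average over 100 circular shifts of the ESC peaks along each chromosome. The ratio of the observed to the shifted share was 3.01, 3.26 and 3.38, and asking for an overlap of at least 50% of both peaks moved it most, to 6.12, 6.39 and 6.48. A shift also moves peaks out of regions that are dense in more than 1 list. The excess therefore does not separate shared positions from shared dense regions.

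**Figure D1:**
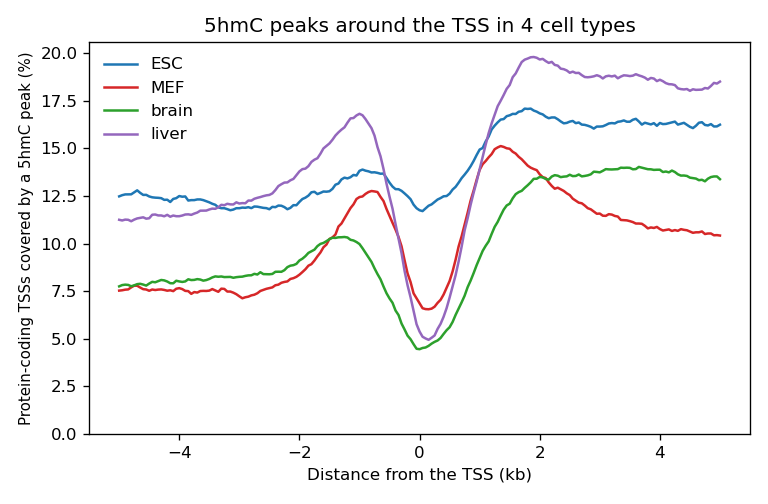
Share of protein-coding TSSs (y axis, %) that lie under a 5hmC peak at each distance from the TSS (x axis, kb, in the direction of transcription), with 1 line per library. All 4 lines fall at the TSS, to 11.8% in ESCs and 4.49% in brain.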

Classification of the genes by their level of expression showed an enrichment of 5hmC on upstream promoter regions and the gene bodies of genes with higher expression. By contrast, unexpressed genes or genes expressed at low levels showed an enrichment of 5hmC at the TSS, which was more evident in undifferentiated ESCs (Figure 1B). To further investigate the relationship between hydroxymethylation and tissue specificity, we analyzed the distribution of 5hmC for genes expressed in the liver by separating them in two groups: liver-specific genes and housekeeping genes. Notably, liver-specific genes showed 5hmC enrichment only on the upstream region and along the genes in the liver itself, whereas they showed increased 5hmC at the TSSs in ESCs, MEFs, and brain tissue (Figure 1C, left panels). Conversely, the housekeeping genes in all cell types had 5hmC distributed at upstream promoter regions and in the gene bodies but not at the TSS (Figure 1C, right panels).

**Figure 1:**
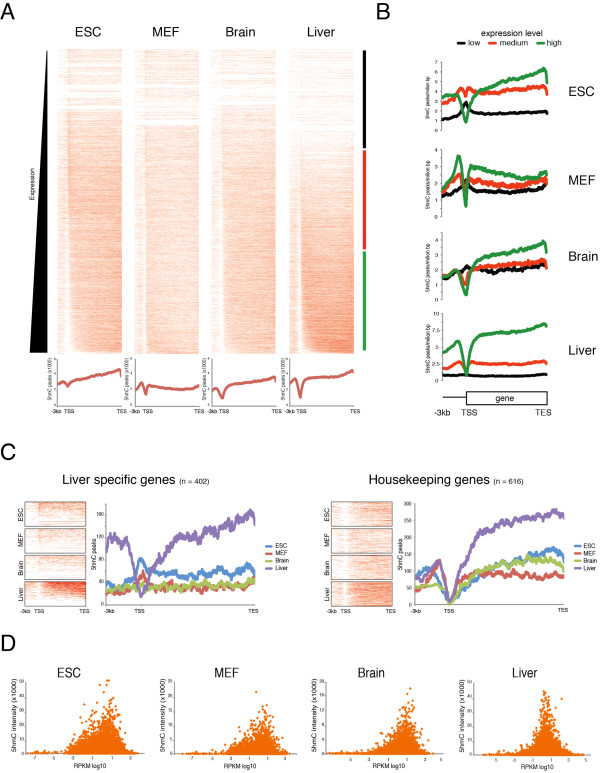
**5hmC distribution in pluripotent and differentiated cells**. **(A) **Heatmaps of 5hmC occupancy on promoters and gene bodies in embryonic stem cells (ESCs), mouse embryonic fibroblasts (MEFs), and brain and liver tissue. Genes are ordered by the mRNA levels of each cell type obtained by RNA sequencing (RNA-Seq) analysis. **(B) **The 5hmC distribution profile in promoter regions and gene bodies of genes grouped into three equal sets by their mRNA expression level. **(C) **Heatmaps and distribution profiles of 5hmC in promoters and gene bodies of genes separated into two groups according to their expression level, as expressed only in liver (liver-specific) or expressed in in ESCs, MEFs, brain, and liver (housekeeping genes). **(D) **Scatter plot of 5hmC gene body density and expression level for each gene in ESCs, MEFs, brain, and liver.

For each cell type, we then plotted the expression level (reads per kb of exon per million mapped reads (RPKM) log10) and the 5hmC intensity normalized for the gene length for each gene to further clarify the role of 5hmC in gene expression (see Additional file 1 Figure S1). This analysis identified 5hmC enrichment at genes with medium expression levels, with a peak around RPKM log10 value = 1 (Figure 1C), whereas genes that were not expressed (RPKM log10 value <-1) or expressed at very high levels (RPKM log10 value ≥3) showed little or no 5hmC.

The examples (see Additional file 1: Figure S1) show the 5hmC distribution and transcript levels of the *Pou5f1 *and *Albumin *genes, which are highly expressed in ESCs and liver, respectively, and *Eef1a1*, which is highly expressed in all four cell types. 

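In the peak lists, Pou5f1 (chromosome 17 of mm9, 35642982 to 35647721, plus strand) had no peak within 1 kb of the TSS in any of the 4 cell types, and no peak within the gene in ESCs and liver. MEFs had 1 intronic peak, at 3378 to 3984 bp from the TSS with a score of 30.1, and brain 1 at 3614 to 4164 bp with a score of 42.5; both scores are below the lowest score in the ESC and liver lists, so the lists cannot be compared at that level. Alb (chromosome 5, 90889915 to 90905629, plus strand) had no peak in the gene or within 5 kb of it in ESCs and brain. Liver had none within the gene either, but had peaks at -4737 to -3502, -3030 to -1518 and -932 to -382 bp from the TSS, all upstream, with scores of 229, 227 and 91.1, and 1 at 17976 to 18943 bp, past the end of the gene. In MEFs, 1 intronic peak of Alb covered 583 bp with a score of 32.1, also below the lowest score in the ESC and liver lists. Eef1a1 (chromosome 9, 78326256 to 78336958, minus strand) had an intergenic peak just upstream of the TSS in each cell type, which covered 690, 437, 654 and 727 bp of the 2000 bp around the TSS in ESCs, MEFs, brain and liver. The TSS here is the outermost start of the annotated gene, and starts further inside were not examined. Within the gene, peaks covered 676, 937, 0 and 723 bp, respectively. The upstream peak had a score of 33.2 in MEFs and 37.1 in brain, and the MEF peaks within the gene had 42.2 and 60.8. These scores are below the lowest score in the ESC and liver lists, so the lists cannot be compared at that level.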

Taken together, these results show that 5hmC is enriched on the TSSs of genes that are not expressed or are expressed at low levels, whereas genes that are more highly expressed show an enrichment of 5hmC along the gene but not at TSSs, independent of the cell type.

### 5hmC correlates with PRC2 and H3K27me3 in ESCs, but not in differentiated cells

Recent studies in ESCs have highlighted 5hmC enrichment on specific genomic elements and in association with some histone modifications [18-20,24-26,29,32]. We extended this analysis by comparing ESCs with differentiated MEFs, and brain and liver tissues. Analysis of 5hmC density on promoters and gene bodies normalized according to base pair length showed that 5hmC was significantly enriched on promoters in ESCs but not in differentiated cells,(Figure 2A).

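A peak was assigned by its midpoint, promoters were the protein-coding TSSs ± 1 kb, and the percentage of each library's peaks was divided by the length of the segment, 42224384 bp of promoters and 971270608 bp of the rest of the genes. In ESCs, 5124 of 171865 peaks were on promoters (2.98%, 95% interval 2.9 to 3.06%), a density of 7.06 in units of 1e-08 percent of the peaks per bp, against 6.23 on gene bodies. The promoter density was 4.97 in MEFs, 3.43 in brain and 6.1 in liver, where 2.1% (2.04 to 2.16%), 1.45% (1.39 to 1.51%) and 2.58% (2.49 to 2.66%) of the peaks lay on promoters. On gene bodies it was 5.56, 6.96 and 7.27. The promoter density was thus 1.13 times that of gene bodies in ESCs (interval 1.1 to 1.16, from the promoter share alone), and 0.894, 0.492 and 0.839 times in MEFs, brain and liver. The rule of assignment moved this comparison most. An alternative counted a peak wherever it overlapped a segment by at least 1 bp. The ratios were then 1.79, 1.44, 1.0 and 1.75 in ESCs, MEFs, brain and liver, so that liver came close to ESCs. By that rule a short segment is met more often per bp than a long one, and more so by wide peaks. An even spread would thus give a ratio above 1, and these ratios cannot be read against 1. Liver peaks were also wider than ESC peaks (median 1016 against 844 bp). From the higher density on promoters in ESCs (Figure 2A), the paper concludes that promoters are enriched in 5hmC in ESCs and not in differentiated cells.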

**Figure 2:**
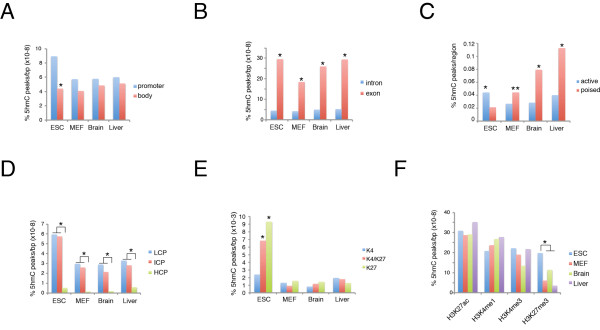
**5hmC distribution on genomic elements and histone modifications**. The percentage of 5hmC was normalized to the length (bp) of each genomic segment considered. **(A) **5hmC was enriched on promoters (± 1 kb) in embryonic stem cells (ESCs) (*P < 0.01).**(B) **5hmC was enriched on exons with respect to introns (*P < 0.01).**(C) **5hmC was significantly enriched in active enhancers in ESCs and in poised enhancers in differentiated tissues (*P < 0.01; **P < 0.05).**(D) **Promoters with low and intermediate presence of CpG islands (LCP and ICP, respectively) were preferentially marked by DNA hydroxymethylation with respect to promoters with high CpG (HCP) (*P < 0.01). **(E) **In ESCs, promoters with both H3K4me3 and H3K27me3 (K4/K27) and promoters with H3K27me3 but not H3K4me3 (K27) were significantly enriched in DNA hydroxymethylation compared with promoters with H3K4me3 but not H3K27me3 (K4) (*P < 0.01). **(F) **Analysis of correlations between 5hmC and histone modifications in all four cell types (*P < 0.01).

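The union of the exons of protein-coding genes spans 77064235 bp and the rest of these genes, taken as introns, 917625850 bp. By peak midpoints, 12.6% of the ESC peaks lay in exons (95% interval 12.4 to 12.7%), as did 5.71% of the MEF peaks (5.61 to 5.81%), 9.09% of the brain peaks (8.94 to 9.23%) and 10.2% of the liver peaks (10.0 to 10.4%). Per bp and in units of 1e-08 percent of the peaks, the density was 16.3, 7.41, 11.8 and 13.2 in exons and 5.4, 5.38, 6.46 and 6.71 in introns of ESCs, MEFs, brain and liver. Exons therefore carried 3.02, 1.38, 1.83 and 1.97 times the density of introns. With an overlap of at least 1 bp in place of the midpoint, these ratios rose to 5.24, 3.03, 4.19 and 4.54. By that rule an even spread would also put exons above 1, as short segments are met more often per bp.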

As previously observed, the exons in ESCs showed higher levels of DNA hydroxymethylation than did the introns, and this difference was confirmed in the other cell types we analyzed (Figure 2B). By contrast, the DNA of active enhancers was enriched by hydroxymethylation in ESCs, whereas this correlation was inverted in differentiated cells (Figure 2C). 

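Promoters were classed from the reference sequence between -700 and +200 bp of the TSS, in windows of 500 bp. Of the protein-coding promoters, 7670 had a window with a ratio of observed to expected CpG above 0.75 and a GC content above 55% (high CpG, HCP), 9123 had no window with a ratio above 0.48 (low CpG, LCP), and the other 5574 were intermediate (ICP). In units of 1e-08 percent of the peaks per bp, the density of peak midpoints within 1 kb of the TSS was 7.82 on LCPs, 9.15 on ICPs and 4.33 on HCPs in ESCs. It was 4.72, 5.97 and 4.46 in MEFs, 3.98, 4.24 and 2.0 in brain, and 4.69, 7.74 and 6.58 in liver. LCPs thus had 1.81, 1.06, 1.99 and 0.714 times the density of HCPs in ESCs, MEFs, brain and liver, and ICPs 2.12, 1.34, 2.11 and 1.18 times. In liver the LCP ratio was below 1 (interval 0.674 to 0.756, from the HCP share alone). The width of the promoter changed the direction: with 500 bp on each side of the TSS the LCP ratios were 6.28, 4.41, 10.9 and 3.33, and with 2 kb on each side 0.91, 0.632, 0.807 and 0.393. The ICP ratios were 5.25, 3.49, 7.34 and 3.25 and 1.29, 0.913, 1.13 and 0.81, respectively. A peak lay over at least 1 bp of the promoter at 27.1, 34.7, 19.7 and 40.6% of the HCPs in ESCs, MEFs, brain and liver. The share was 41.1, 34.6, 24.0 and 34.4% for the ICPs and 30.4, 23.4, 17.8 and 16.9% for the LCPs.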

We also found significant 5hmC enrichment in promoters with low or intermediate CpG content (LCP and ICP, respectively) compared with high CpG (HCP) content in all cell types analyzed (Figure 2D).

Importantly, we found strong enrichment of 5hmC on H3K4me3K27me3 double-positive and H3K27me3-positive promoters compared with H3K4me3-positive promoters in ESCs but not in the other cell types (Figure 2E). Further comparison of our data with published histone modifications and transcription factor occupancy confirmed that, in ESCs, 5hmC co-localizes with H3K27me3, as well as with Ezh2 and Suz12 binding (Figure 2F; see Additional file 1: Figure S2)

Analysis of the genome-wide distribution of 5hmC and H3K27me3 at promoters (± 5 kb) of all genes, ordered by expression level, showed that H3K27me3 is more abundant on promoters of genes with low expression in all cell types. However, in ESCs only, H3K27me3 promoters showed a significant enrichment of 5hmC (Figure 3A,B).

**Figure 3:**
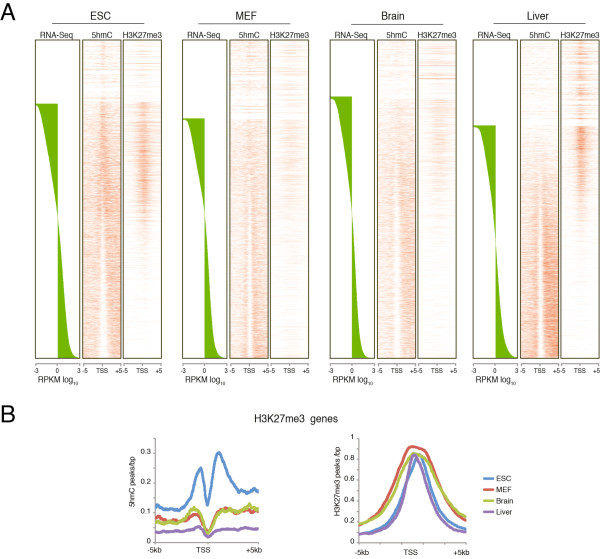
**5hmC was enriched at H3K27me3 loci in embryonic stem cells (ESCs) but not in differentiated cells**. **(A) **Heatmaps of 5hmC and H3K27me3 of genomic regions around the TSS (± 5 kb) in ESCs, mouse embryonic fibroblasts (MEFs), brain, and liver, rank-ordered by mRNA expression level of each cell type. **(B) **Profile distribution of 5hmC and H3K27me3 at the TSS (± 5kb) in H3K27me3-positive genes.

### Tet1 bimodal binding profile in H3K27me3 positive promoters

The above data show a correlation between 5hmC and H3K27me3 distribution on ESC promoters. Further analysis of Tet1 distribution, using published chromatin immunoprecipitation sequencing (ChIP-Seq) datasets [25][32], on genes ordered by level of H3K27me3, showed that Tet1 binding correlates with Ezh2 and Suz12, as well as with Sin3a, a protein recently discovered in complex with Tet1 [25] (Figure 4A). Approximately 84% of Suz12 and 47% of Sin3a binding sites were also bound by Tet1, whereas the overlap between Sin3a and Suz12 was low (see Additional file 1, Figure S3).

**Figure 4:**
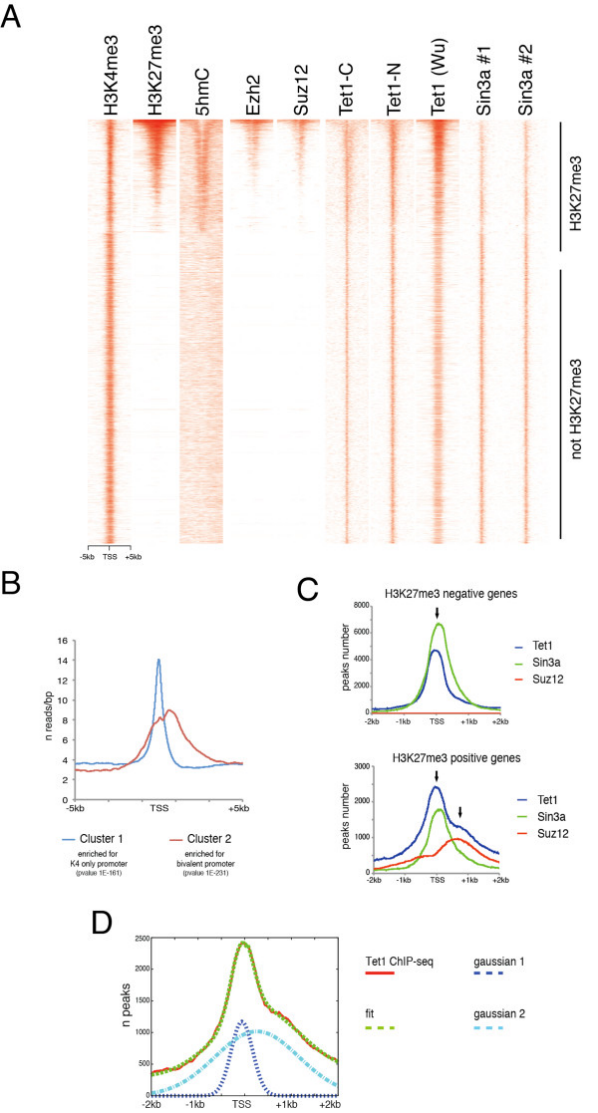
**Bimodal distribution of Tet1 on bivalent genes**. **(A) **Heatmaps of H3K4me3, H3K27me3, 5hmC, Ezh2, Suz12, Tet1-C [25], Tet1-N [25], Tet1-Wu [32], Sin3a #1 (Abcam), and Sin3a #2 (Santa Cruz Biotechnology) on the transcription start site (TSS) of genes rank-ordered by their H3K27me3 level. **(B) **Distribution frequency of Tet1 binding obtained by clustering of Tet1 binding data by k-means algorithm revealed two different Tet1 occupancy profiles on gene promoters.**(C) **Tet1, Sin3a and Suz12 occupancy around the TSS (± 2 kb) of H3K27me3-negative (upper panel) or H3K27me3-positive (lower panel) genes. **(D) **Fitting of the Tet1 binding in H3K27me3-positive genes revealed two Gaussian profiles, one centered -39 bp upstream from the TSS, and the other centered +455 bp downstream from the TSS.

Moreover, Tet1-Sin3a co-bound peaks showed high CpG island content, whereas the number of CpG islands was significantly decreased in Tet1-H3K27me3 co-bound regions (see Additional file 1, Figure S3).

Using unsupervised analysis of Tet1 binding, with a k-means clustering algorithm based on the Pearson correlation coefficient across profiles, we generated binding profile curves across each promoter (± 5 kb). After separating the results into two clusters (k = 2), we obtained two different Tet1 binding profiles: cluster 1, with a profile centered on the TSS and enriched at K4-only genes; and cluster 2, with a larger profile centered downstream from the TSS enriched on bivalent promoters (Figure 4B). Next, we plotted the Tet1 peaks around the TSS. On H3K27me3-negative genes, the Tet1 binding overlapped with Sin3a (Figure 4C, upper panel). Interestingly, on H3K27me3-positive genes, Tet1 displayed a bimodal profile that correlated with Sin3a on the TSS and with Suz12 downstream of the TSS (Figure 4C, lower panel). Fitting the Tet1 binding curve on the TSS (± 5 kb) using a superposition of two Gaussian distributions (six parameters fit, see Methods) showed that the first Gaussian curve was narrower and centered 39 bp upstream of the TSS, whereas the second was broader and centered 455 bp downstream of the TSS (Figure 4D). Taken together, these data suggest that Tet1 is present on bivalent genes in two distinct pools, one overlapping with Sin3a and the other with Suz12.

### PRC2 interacts with Tet1 in ESC, and its binding is required for DNA hydroxymethylation at bivalent genes

The data above suggest interplay between Tet1 and PRC2 in ESCs. Next, we examined whether Tet1 could form a complex with PRC2 by co-immunoprecipitation of the endogenous proteins from ESCs and MEFs. Tet1 was co-immunoprecipitated with the PRC2 subunits Suz12 and Ezh2 in ESCs (Figure 5A). The reciprocal immunoprecipitation experiment with a Suz12 antibody showed association of PRC2 with Tet1 (Figure 5B). Notably, we did not observe PRC2 co-immunoprecipitation with Tet1 in MEFs (Figure 5A,B), whereas Sin3a was co-immunoprecipitated with Tet1 in both cell lines, thus confirming that the physical connection between Tet1 and PRC2 complex is limited to ESCs. To test whether the Tet1/PRC2 interaction is necessary for DNA hydroxymethylation at H3K27me3 regions, we silenced Suz12 in ESCs using two different small hairpin (sh)RNAs. Both constructs decreased Suz12 protein and H3K27me3 levels without affecting the levels of Tet1 or Sin3a (Figure 5C; see Additional file 1: Figure S3). Suz12 silencing resulted in a significant reduction of global DNA hydroxymethylation (Figure 5D; see Additional file 1: Figure S3).

**Figure 5:**
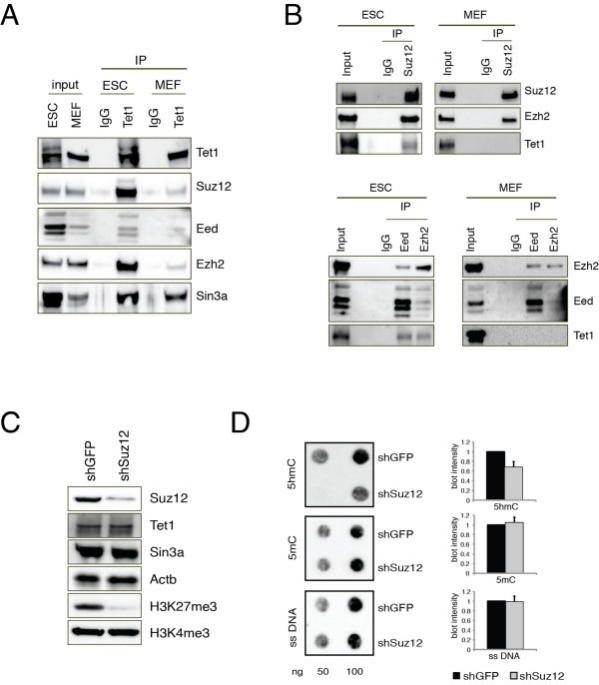
**PRC2 interacts with Tet1 and is required for correct DNA hydroxymethylation**. **(A) **Nuclear extracts of embryonic stem cells (ESCs) or mouse embryonic fibroblasts (MEFs) were immunoprecipitated with anti-IgG or anti-Tet1 antibodies. Western blotting analysis was performed using the antibodies indicated. For each input, 1% of nuclear extract was loaded. **(B) **Nuclear extracts of ESCs or MEFs were immunoprecipitated with anti-IgG or anti-Suz12 antibodies. Western blotting analysis was performed using the antibodies indicated. For each input, 2% of nuclear extract was loaded. **(C) **Western blotting analysis of extracts from the control (small hairpin green fluorescent protein; shGFP) or Suz12 knockdown (shSuz12) ESCs was performed using the antibodies indicated. **(D) **Dot-blot analysis and signal quantification of 5hmC and 5mC in DNA extracted from control or Suz12 knockdown ESCs. Single-stranded (ss)DNA was used as a loading control. The experiments were performed in triplicate.

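GLIB-Seq was also carried out on E14 ESCs transfected with a short hairpin RNA against GFP (shGFP, the control) or against Suz12 (shSuz12) and selected for 3 days with 1 µg/ml puromycin, with 1 library of each. The methods give 1 mapping and peak calling for all the sequencing libraries, and which of the Suz12 hairpins was used for GLIB-Seq is not named in the paper's text. The lists hold 132999 peaks in shGFP and 138708 in shSuz12, of which 3 in each are mitochondrial and were left out. The shSuz12 peaks were narrower, with a median width of 564 bp against 776 bp, and covered 83.5 Mb against 121 Mb. The lowest score was 50.0 in shGFP and 30.3 in shSuz12, and 74496 and 23594 peaks had a score of at least 80. With 1 library per condition and an unknown depth, differences between shGFP and shSuz12 have no replicate check.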

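Over all protein-coding promoters, 27.1% had a peak over at least 1 bp within 1 kb of the TSS in shGFP (95% interval 26.5 to 27.7%) and 21.4% in shSuz12 (20.9 to 21.9%). Of the 6068 promoters with a peak in shGFP, 2678 had none in shSuz12 (44.1%, 42.9 to 45.4%), and 1397 promoters had a peak in shSuz12 alone of the 2 libraries. Between shGFP and untransfected ESCs, neither with a knockdown, 20.0% of the shGFP promoters had no peak in ESCs (19.0 to 21.0%) and 32.0% of the ESC promoters none in shGFP (30.9 to 33.1%). The share of promoters lost in shSuz12 changed most with the score threshold, which was set at 80 for all libraries after the data had been seen, and was then 78.7%. Of the shGFP peaks on promoters, 45.8% (44.6 to 46.9%) met no shSuz12 peak, and of those elsewhere 49.7% (49.5 to 50.0%). At the TSS itself, 11.3% of the promoters were covered in shGFP and 5.81% in shSuz12, and the mean within 2 kb of the TSS was 10.4% and 6.17%. The ratio of shSuz12 to shGFP was 0.516 at the TSS, 0.593 within 2 kb and 0.689 for all bp covered in the genome. Relative to all bp covered, TSS coverage in shSuz12 was 0.749 times that in shGFP, and the score of at least 80 moved this most, to 0.86. The largest falls in bp covered within 1 kb of the TSS, among genes also covered in ESCs, were those of 6 genes tied at 2000 bp, of which the first 5 by symbol are 4933430H15Rik, Atp6v1g2, Fads6, Gramd1a and Il17b, with the whole window under peaks in shGFP and 0 bp in shSuz12. Promoter classes by H3K27me3, Tet1 and Suz12 were not analysed here.

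**Figure D2:**
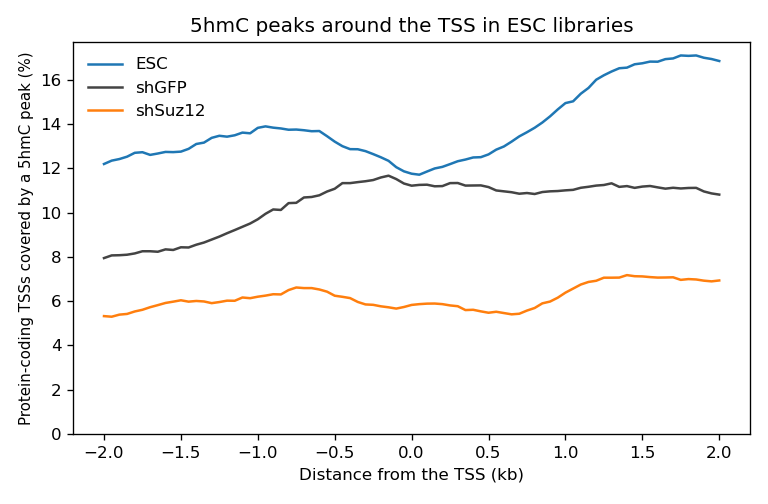
Share of protein-coding TSSs (y axis, %) under a 5hmC peak at each distance from the TSS (x axis, kb, in the direction of transcription) in the ESC, shGFP and shSuz12 libraries, 1 line each. At the TSS, shGFP is at 11.3% and shSuz12 at 5.81%.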

Genome-wide analysis of 5hmC profiles in control and Suz12 knockdown ESCs showed a reduction of 5hmC at the promoter regions of H3K27me3-positive genes within the Tet1 co-bound regions but not at H3K27me3-negative regions (Figure 6A,B; see Additional file 1, Figure S4).

**Figure 6:**
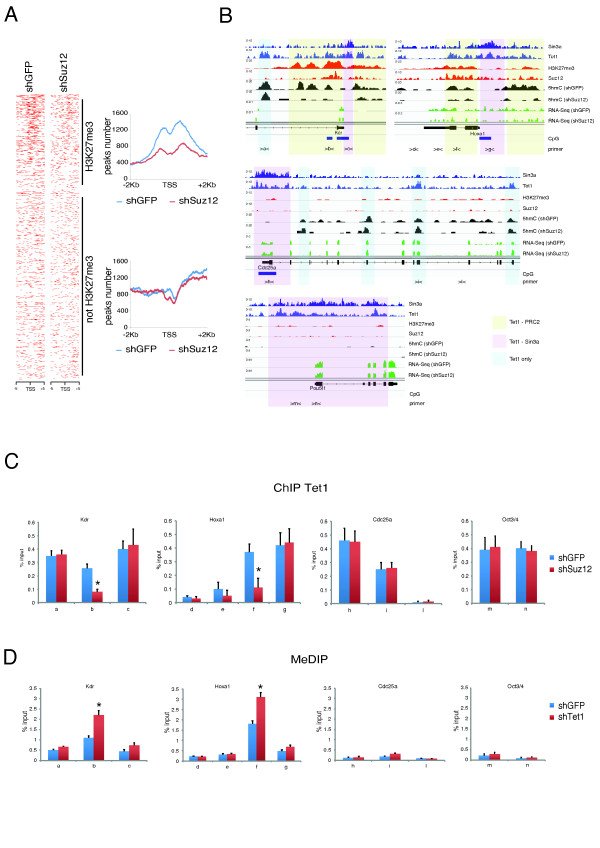
**Polycomb repressive complex 2 (PRC2) is required for 5hmC deposition and Tet1 binding in Tet1-PRC2 co-bound regions**. **(A) **Heatmaps and distribution profiles of 5hmC around the transcription start site (TSS) of genes rank-ordered by H3K27me3 levels in control or Suz12 knockdown embryonic stem cells (ESCs) See also Figure S3(C-E). **(B) **Sin3a, Tet1, H3K27me3, Suz12 occupancy and 5hmC occupancy in control and Suz12 knockdown cells on representative examples of bivalent (Kdr and Hoxa1) and K4-only (Cdc25a and Pou5f1) genes. Chromatin immunoprecipitation (ChIP) analysis of Tet1 binding of genomic regions (a to n) as indicated in panel (A), in control or Suz12 knockdown ESCs (*P < 0.01).

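Kdr (chromosome 5 of mm9, 76328852 to 76374483, minus strand) had 1 peak within 10 kb downstream of the TSS in shGFP, in an intron at 3315 to 4005 bp, with a score of 70.4. In shSuz12 a narrower intronic peak lay at 3368 to 3801 bp with a score of 119. A peak upstream of the TSS, not in the shGFP list, covered 526 bp of the 2000 bp around the TSS. Its score was 42.4, below the lowest score in the shGFP list (50.0), so the lists cannot be compared at that level. Over the whole gene, peaks covered 3179 bp in shGFP and 3103 bp in shSuz12. Cdc25a (chromosome 9, 109778083 to 109796392, plus strand) had 6 peaks in the gene in each of the 2 libraries and none within 1 kb of the TSS. The bp covered in the gene were 4069 in shGFP and 3444 in shSuz12. Some shSuz12 peaks in these genes were also below the lowest shGFP score, with 48.9 in Kdr and 49.5 and 40.8 in Cdc25a. The counts and bp of both genes therefore reach down to lower scores in shSuz12. Pou5f1 had no peak in the gene or within 1 kb of the TSS in either library. Apart from the lowest shGFP score, scores were not compared between the libraries, as each is the value of a peak within its own list. The paper states that PRC2 is required for 5hmC deposition where Tet1 and PRC2 bind together. It draws on the genome-wide 5hmC profiles, with a reduction at H3K27me3-positive promoters within Tet1 co-bound regions, and on ChIP of Tet1. Its other evidence includes co-immunoprecipitation of Tet1 with PRC2 in ESCs and lower global 5hmC on dot blots with either Suz12 hairpin. The supplement also compares the share of 5hmC-positive regions among Tet1 co-bound regions between control and knockdown. The classes of promoters by H3K27me3 and Tet1 were not analysed here.

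**Figure D3:**
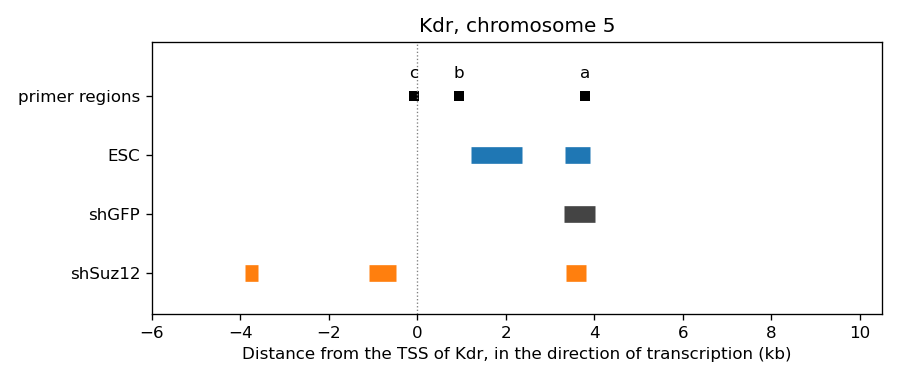
Map of 5hmC peaks (bars) in ESC, shGFP and shSuz12 around the TSS of Kdr, drawn to scale against the distance from the TSS (x axis, kb), with the regions of the ChIP primers above (black, a to c). Near the Kdr TSS, shGFP has a peak at 3315 to 4005 bp.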

ChIP analysis of Tet1 binding to the bivalent genes *Kdr *and *Hoxa1 *and the non-bivalent genes *Cdc25a *and *Pou5f1 *in wild-type and Suz12-silenced cells showed a reduction of Tet1 binding only at Tet1-PRC2 co-bound regions (Figure 6C; see Additional file 1: Figure S4). Taken together, these results indicate that PRC2 is required for recruitment of Tet1 and DNA hydroxymethylation on bivalent promoters.

## Discussion

We compared the genome-wide distribution of 5hmC in ESCs, MEF, and terminally differentiated brain and liver tissues by GLIB-Seq analysis, which identified a similar enrichment of 5hmC on promoters, enhancers, and gene bodies, with a preference for exons in all cell types. A major difference between ESCs and other cell types is the correlation between 5hmC and H3K27me3, which is unique to ESCs, whereas this correlation is not present in differentiated fibroblasts or in adult tissues. We found that this difference is due to an ESC-specific functional interplay between Tet1 and the PRC2 complex.

We found that in ESCs, but not in differentiated cells, PRC2 recruits Tet1 to the chromatin of bivalent genes to maintain their hypomethylated state. First, through in-depth analysis of previous ChIP-Seq data in ESCs, we found that Tet1 binds to chromatin with two different binding profiles: one, which is characterized by narrow peaks, is centered on the TSS of almost all genes and overlaps with Sin3a, while the other, which is characterized by broader peaks, is centered downstream of the promoters of bivalent genes and overlaps with PRC2. Second, co-immunoprecipitation showed that Tet1 interacts with PRC2 in ESCs but not in fibroblasts. Third, in ESCs, Suz12 silencing affected Tet1 binding and 5hmC modification at bivalent promoters specifically at PRC2-positive regions but not at other regions.

Thus, our results show that Tet1, besides binding at the TSS together with Sin3a, is recruited by PRC2 downstream from the TSS at bivalent genes. The difference in the peak shape of the two binding profiles is compatible with the different recruitment mechanisms. In one case, Tet1 binds directly to the DNA on the TSS via its CXXC domain, which has high affinity for clustered unmethylated CpG dinucleotides [11], whereas in the other case, Tet1 is recruited by PRC2 to the chromatin. In this latter case, the binding of Tet1 and the distribution of 5hmC occupy larger regions, owing to the typical spread of PRC2 binding on bivalent promoters. Interestingly, Tet1, together with Sin3a, localizes to unmethylated TSSs, suggesting that, at these regions, this complex binds to unmethylated CpG or catalyzes the oxidation of 5mC to completion. Conversely, Tet1 binding with PRC2 overlaps with 5hmC on bivalent genes. Thus, our results are compatible with a model by which Tet1-dependent oxidation of 5mC is finely regulated to either eliminate DNA methylation or generate 5hmC epigenetic marks in different regions. Previous findings that MeCP2, Np95, and Mbd3 recognize 5hmC [10,43-45] imply that this DNA modification can be a specific epigenetic signal.

We found that PRC2 depletion from ESCs reduced Tet1 binding on bivalent promoters. This result differs from previous studies reporting that Ezh2 knockdown did not affect Tet1 binding [32]. This discrepancy could be because depletion of Ezh2 does not impair PRC2 binding to the chromatin or its methylation activity, because in ESCs, Ezh1 can complement Ezh2 function [39]. By contrast, knockdown of Suz12 destabilizes the complex [37].

We found that Tet1/PRC2 co-immunoprecipitation is ESC-specific, as we could not co-immunoprecipitate Tet1 with PRC2 in fibroblasts, and previous experiments failed to detect PRC2 proteins interacting with Tet1 in HEK293 cells [25]. These results suggest that the functional interaction between Tet1 and PRC2 in ESCs is either indirect, possibly mediated by one of the ESC-specific cofactors, or is dependent on post-translation modifications.

We also found that the distribution of 5hmC on gene bodies is not tissue-specific, but increases with the level of gene expression in all cell types analyzed, suggesting that 5hmC acts as a positive activator by reducing the 5mC level. This regulation is confirmed by the recent finding that 5hmC was increased in gene bodies that were transcriptionally upregulated in a model of neuronal differentiation [46]. However, we found that genes expressed at very high levels showed little or no 5hmC, suggesting that DNA hydroxymethylation is not neutral but is mildly inhibitory on the transcription process. These results agree with *in vitro *experiments showing that 5hmC modifications are mildly repressive when present in the gene body [47].

We reported that PRC2 depletion reduced Tet1 binding and the presence of 5hmC at promoters of bivalent genes in ESCs. A previous report showed that Tet1 depletion results in the increased methylation and minor binding of PRC2 [32], most likely because Tet1-dependent demethylation facilitates PRC2 recruitment to the DNA, as methyl CpG counteracts the binding of PRC2. In fact, genome-wide analysis reported mutual exclusiveness of H3K27me3 with DNA methylation in CpG islands [48-51], and DNA methylation inhibits the binding of PRC2 *in vitro *[50]. Taken together, these results suggest a positive feedback loop between Tet1-dependent DNA demethylation and PRC2-dependent repression through H3K27me3 in ESCs in order to maintain developmental genes in the poised status. Thus, the presence of these two contrasting epigenetic markers on the same chromatin region is required to allow activation or repression of bivalent genes following action of developmental stimuli.

## Conclusions

Using genome-wide analysis, Suz12 silencing, and immunoprecipitation experiments we found that in ESCs, but not in other cell types, PRC2 recruits Tet1 to H3K27me3 regions. Our results identify a novel way by which Tet1 is recruited onto the chromatin, independent of its ability to bind directly to CpG or to be recruited by Sin3a, and clarify the mechanism that links H3K27me3 modifications on the nucleosome and 5hmC on the DNA in ESCs. These findings highlight the mechanistic link between PRC2 and Tet1 and contribute to our understanding of how these two epigenetic modifiers regulate the chromatin state of bivalent genes to maintain these bivalent genes in a poised state, ensuring their dynamic regulation during differentiation.

## Materials and methods

### Cell culture

E14 mouse ES cells were cultured in high-glucose DMEM (Invitrogen Corp., Carlsbad, CA, USA) supplemented with 15% FBS (Millipore Corp., Billerica, MA, USA), 0.1 mmol/l nonessential amino acids (Invitrogen), 1 mmol/l sodium pyruvate (Invitrogen), 0.1 mmol/l 2-mercaptoethanol, 1500 U/ml Leukemia Inhibitory Factor (LIF; Millipore), 25 U/ml penicillin, and 25 µg/ml streptomycin. MEFs were derived from 13.5 day pregnant female mice and cultured in high-glucose DMEM supplemented with 10% FCS. Mouse tissues were extracted from 8-week-old mice. For silencing of Suz12, ESCs were transfected as previously described [52] with the TRCN0000123889 and TRCN0000123891 vectors (Open Biosystems/Thermo Scientific Inc., Ptitsburgh PA, USA) and then maintained for selection for 3 days with 1 µg/ml puromycin.

### DNA extraction and GLIB-Seq

Genomic DNA was extracted using a DNeasy Blood and Tissue kit (Qiagen Inc., Valencia, CA, USA).

GLIB was precipitated using a Hydroxymethyl Collector (Active Motif, Carlsbad, CA, USA). Libraries were generated with a ChIP-Seq Sample Prep Kit (Illumina Inc., San Diego, CA, USA) and sequenced on an HiScanSQ Platform (Illumina) .

### Bioinformatic analysis

Sequencing data were mapped to the mouse genome (mm9 assembly) using Bowtie (version 0.12.7), reporting only unique hits with up to two mismatches. Redundancies were collapsed, and peak calling was performed using MACS (version 1.4.1). For comparative analysis, we downloaded GEO Datasets data for the ESC histone modifications GSE12241 [53,54] and GSE11172 [55], and the transcription factors GSE11431 [56], GSE24843 [25], and GSE26833 [19,32]. For histone modifications and mRNA expression, ChIP-Seq and RNA-Seq data on ESCs, MEFs, and brain or liver tissues were downloaded from the ENCODE project database [57], corresponding to the following GEO Datasets: GSE36025, GSE36026, and GSE31039. Datasets for ChIP-Seq of H3K27me3 on MEFs was downloaded from GSE12241.

LCP-ICP-HCP promoters were defined as described by Weber *et al*. [58], H3K4me3-only and bivalent promoters were defined as described by Ku *et al*. [59], and active or poised enhancers were defined as previously described [60,61]. To obtain three groups of equal size, genes with RPKM less than 0.1, 0.1 to 5, and less 5 were categorized as having no, low, and medium/high expression, respectively. Liver-specific genes were defined as having RPKM less than 10 in liver and less than 1 in other cells. Housekeeping genes were defined as RPKM greater than 10 in all cell types.

Data mapped on the mouse mm8 assembly was transposed to the mm9 assembly using the liftOver tool. Heatmaps and comparative analyses were performed using custom Perl scripts. Clustering of Tet1 binding profiles was performed using the MATLAB implementation of the k-means algorithm using the Pearson correlation coefficient as the 'distance' between profiles. Using 100 realizations of the clustering (using different random seeds), we foudn that the composition of clusters was remarkably stable. The fitting procedure of the average Tet1 binding profile was performed using the gnuplot least squares fitting algorithm. The test function was a superposition of two (non-normalized) Gaussian distributions (six parameters fit: two means, two variances, one relative weight, one overall amplitude factor).

### Nuclear protein extractions

Cells were harvested in 1× PBS and resuspended in isotonic buffer (20 mmol/l HEPES pH 7.5, 100 mmol/l NaCl, 250 mmol/l sucrose, 5 mmol/l MgCl_2_, 5 µmol/l ZnCl_2_), then cells were resuspended in isotonic buffer supplemented with 1% NP-40 to isolate nuclei. The isolated nuclei were resuspended in digestion buffer (50 mmol/l Tris-HCl pH 8.0, 100 mmol/l NaCl, 250 mmol/l Sucrose, 0.5 mmol/l MgCl2, 5 mmol/l CaCl_2_, 5 µmol/l ZnCl_2_), and treated with microccocal nuclease at 30°C for 10 min.

### Immunoprecipitations

Nuclear proteins were incubated with 3 µg of specific antibody overnight at 4°C. Immunocomplexes were incubated with Protein G-conjugated magnetic beads (Dynal; Invitrogen) for 2 h at 4°C. Samples were washed four times with digestion buffer supplemented with 0.1% NP-40 at room temperature. Proteins were eluted by incubating with 0.4 M NaCl TE buffer for 30 min, and analyzed by western blotting as previously described [62].

### Chromatin immunoprecipitation and dot-blot analysis

Each ChIP experiment was performed at least three independent times, as previously described [52]. Oligonucleotide sequences are shown in the supplementary data. See Additional file 1. Genomic DNA for the dot-blot analysis was sonicated for 15 cycles and denatured with 0.4 M NaOH, then incubated for 10 minutes at 95°C before being spotted onto Hybond™-N^+ ^membranes (GE Healthcare, Little Chalfont, Buckinghamshire, UK).

### Antibodies

The antibodies used were anti-Tet1, anti-H3K27me3, anti-H3K4me3 (all Millipore), anti-ssDNA (Abcam, Cambridge, MA, USA), anti-Suz12and anti-Ezh2 (bothCell Signaling Technology, Danvers, MA, USA), anti-actin (Sigma-Aldrich, St Louis, MO, USA), anti-Sin3a (SantaCruz Biotechnology Inc., Santa Cruz, CA, USA), and anti-5mC and anti-5hmC (both Active Motif).

### Data access

The Gene Expression Omnibus accession number for 5hmC profiling of ESC, MEF, brain and liver reported in this paper is GSE44566.

## Abbreviations

5mC: 5-methylcytosine; 5hmC: 5-hydroxymethylcytosine; ChIP: chromatin immunoprecipitation; Eed: Embryonic ectoderm development; ESC. Embryonic stem cell; Ezh1: Enhancer of Zeste homolog 1; GLIB: Glucosylation: periodate oxidation: biotinylation; HCP: High CpG; ICP: Intemediate CpG; LCP: Low CpG; MEF: Mouse embryonic fibroblast; PRC2. Polycomb repressive complex 2; RPKM: Reads per kb of exon per million mapped reads; Suz12: Suppressor of Zeste 12 homolog; TET: Ten-eleven translocation; TSS: Transcription start site

## Authors' contributions

FN and SO designed the experiments and co-wrote the paper. FN and DI performed the ChIP-Seq experiments and analyzed the data. AP and RZ contributed to the bioinformatic analysis. AK performed the tissue preparations and the biochemical experiments. CP and SR contributed to cell culture and DNA cloning. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **PDF document containing four supplemental figures (Figures S1 to S4), and one supplemental table (Table S1)**. Click here for file

# Supplementary material for: Genome-wide analysis identifies a functional association of Tet1 and Polycomb repressive complex 2 in mouse embryonic stem cells
**Source:** Genome Biol. 2013 Aug 29;14(8):R91. doi: 10.1186/gb-2013-14-8-r91
**Supplement:** Additional file 1 — PDF document containing four supplemental figures (Figures S1 to S4), and one supplemental table (Table S1).

## **Additional File 1**

Supplemental Information for Neri et al. "Genome-wide analysis identifies a functional association of Tet1 and Polycomb PRC2 in mouse embryonic stem cells".

This file contains 4 supplemental figures and 1 supplemental table.

A

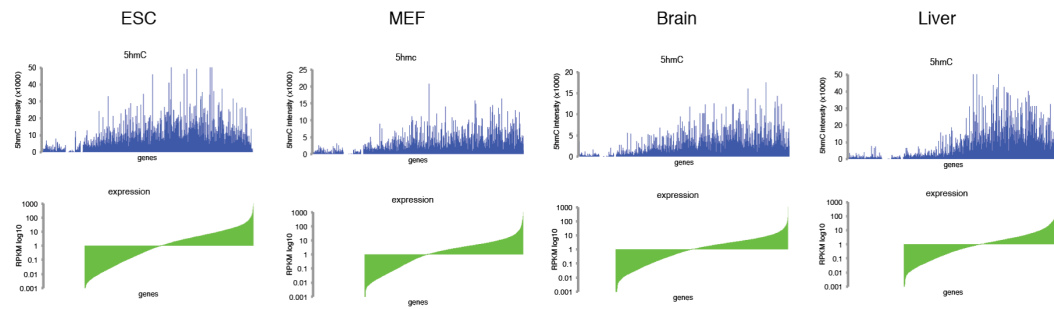

B

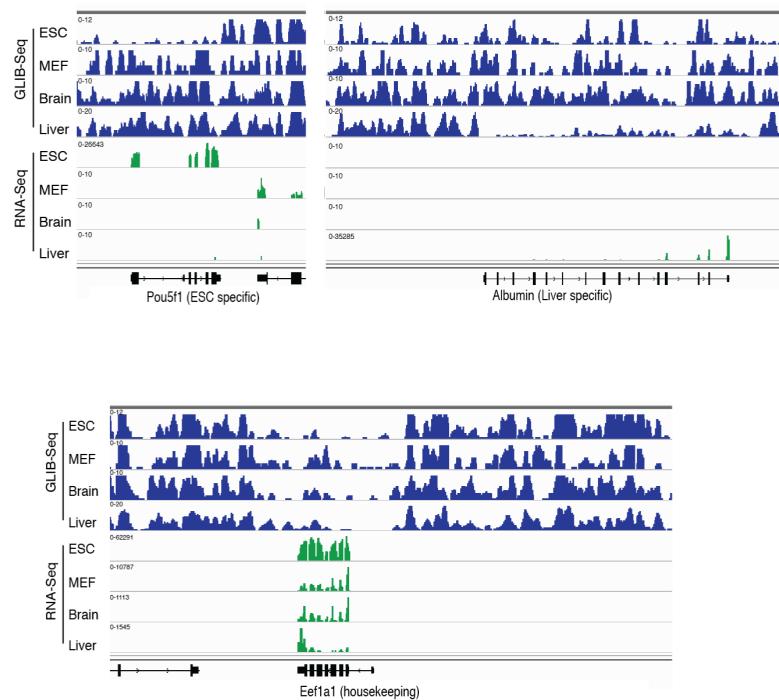

**Figure S1. 5hmC is Enriched at Genes Expressed at Medium Level**

(A) 5hmC intensity quantification and mRNA expression level for each gene in ESCs, MEF, Brain and Liver. 5hmC quantification was made by counting the number of reads obtained from GLIB-Seq and normalized for number of base pairs for each gene. The graph is rank-ordered from less expressed gene to most expressed gene. (B) Genomic view of 5hmC occupancy and RNA-Seq profiles of some representative, highly expressed genes: Pou5f1 (ESC specific), Albumin (Liver specific) and Eef1 (common to all cell types).

A

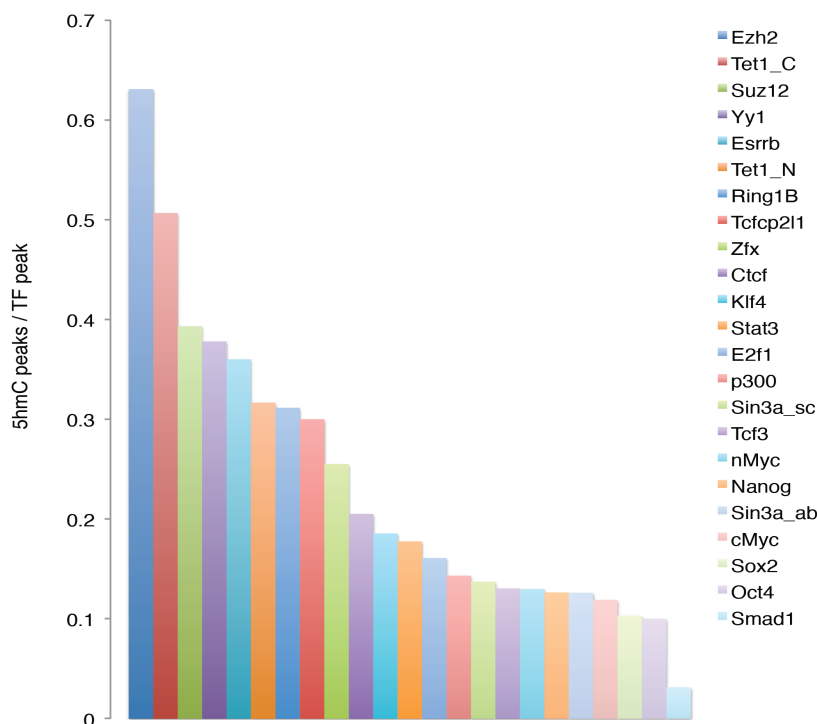

B

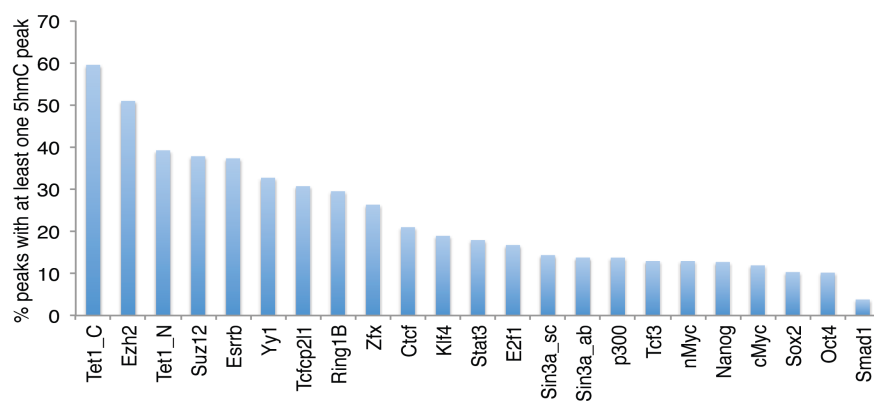

**Figure S2. Correlation between 5hmC occupancy and Transcriptional Factors (TF) binding in ESCs.**

(A) The Y-axis represents the average number of hydroxymethylated regions overlapping the region of binding of each of the indicated transcription factors in ESCs.

(B) In this graph, the percentage of the indicated transcription factors bound regions having at least one hydroxymethylated region is shown.

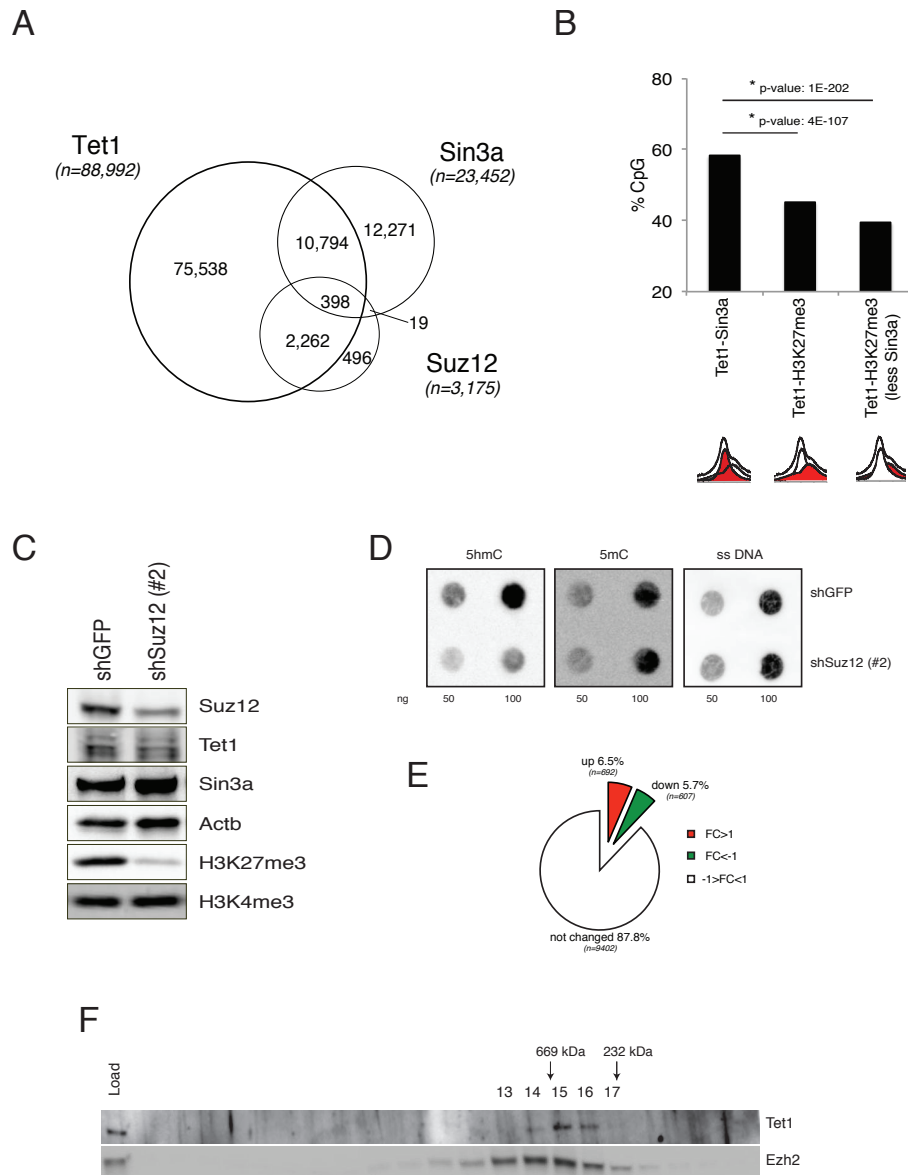

**Figure S3. PRC2 Interacts with Tet1 and Is Required for a Correct DNA hydroxymethylation on Bivalent Genes**

(A) Venn diagram of Tet1, Sin3a and Suz12 binding sites in ESCs. ChIP-seq raw data were re-mapped with the same software and the bound regions were re-called using MACS with the default parameters and p-value equal to  $p1E-8$ .

(B) Percentage of CpG islands in regions co-bound by Tet1 and Sin3a or Tet1 and H3K27me3 or Tet1 and H3K27me3, but not Sin3a. CpG islands coordinates for mm9 genome assembly were downloaded from UCSC database.

(C) Western blot analysis showing the levels of Suz12, Tet1, Sin3a and H3K27me3 in control or knockdown Suz12 (using shRNA #2) cells. Actin and H3K4me3 were used as a loading control.

(D) Dot-Blot analysis of 5hmC and 5mC of control or Suz12 knockdown ESCs using a different shRNA (shRNA #2). ssDNA was used as a loading control.

(E) Diagram showing the percentage of genes unchanged, up- or downregulated.

(F) Gel filtration of ESC nuclear extract performed using Superose 6 10/300GL column.

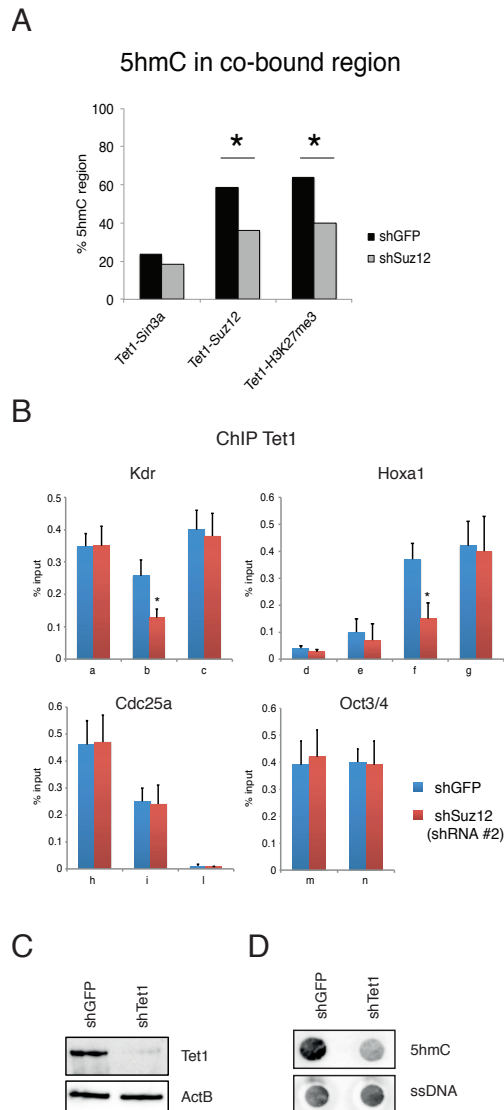

### Figure S4. PRC2 Is Required for Tet1 Binding on Bivalent Genes

(A) Percentage of 5hmC positive regions in Tet1 co-bound regions with Sin3a, Suz12 and H3K27me3 in control and Suz12 knockdown ESCs. (\*p-value <0.001).

(B) ChIP analysis of Tet1 binding of indicated region (a-n) in control or Suz12 knockdown ESCs using a different shRNA. Position of primer (a-n) is indicated in Figure 6B. The regions that show a significant decrease of Tet1 binding ("b" and "f") are downstream of TSS of the relative genes. 

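Both primers of region b match mm9 without a mismatch, and the region spans 229 bp on chromosome 5 from 76373422 to 76373650, in an intron of Kdr, 833 to 1061 bp downstream of the TSS. Its sequence on the plus strand is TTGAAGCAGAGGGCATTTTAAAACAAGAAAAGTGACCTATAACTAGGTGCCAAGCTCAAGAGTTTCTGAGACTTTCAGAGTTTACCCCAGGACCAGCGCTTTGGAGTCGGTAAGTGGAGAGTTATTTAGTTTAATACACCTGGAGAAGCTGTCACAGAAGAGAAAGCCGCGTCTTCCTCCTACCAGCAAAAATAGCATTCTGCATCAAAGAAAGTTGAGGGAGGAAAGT. No 5hmC peak overlapped it in ESCs, shGFP or shSuz12, and the nearest peak was 145 bp away in ESCs, 2253 bp in shGFP and 1306 bp in shSuz12.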

In genome-wide analysis, these regions do not show binding of Sin3a, but show a high level of DNA hydroxymethylation. \* p-value < 0.01

(C) Western blot analysis showing the level of Tet1 in control or knockdown Tet1 cells. Actin was used as a loading control.

(D) Dot-Blot analysis of 5hmC of control or Tet1 knockdown ESCs. ssDNA was used as a loading control.

**Table S1: Primer list**

| Gene   | Primer | Strand | Sequence              |
|--------|--------|--------|-----------------------|
| Kdr    | a      | fw     | CAATGCACACTCCAAGTTTT  |
| Kdr    | b      | fw     | TTGAAGCAGAGGGCATTTTA  |
| Kdr    | c      | fw     | AACACAGCTTACTCTCTTGG  |
| Hoxa1  | d      | fw     | AGAAGCAGACAGCAAAGTTA  |
| Hoxa1  | e      | fw     | TTAAGACCCGTAAACTCTGC  |
| Hoxa1  | f      | fw     | GCAAACCTCACACACATGAAA |
| Hoxa1  | g      | fw     | GGAATCCAACAGACACCAC   |
| Cdc25a | h      | fw     | GAAGTTTGCTTCCTGATTGG  |
| Cdc25a | i      | fw     | TTAATCCAAGGTTGGACCTG  |
| Cdc25a | l      | fw     | TTAGGATCATGTGAAGCTGG  |
| Oct3/4 | m      | fw     | TCCTCCTAATCCCGTCTCCT  |
| Oct3/4 | n      | fw     | CTGTAAGGACAGGCCGAGAG  |
| Kdr    | a      | rev    | GTTTCATCGGGTTTCAATGTC |
| Kdr    | b      | rev    | ACTTTCCTCCCTCAACTTTC  |
| Kdr    | c      | rev    | TCCAGATTTGCTCTCAGATG  |
| Hoxa1  | d      | rev    | TTTCTGAGGCAAGTCCATAC  |
| Hoxa1  | e      | rev    | TGGATGGCACAATGAATGTA  |
| Hoxa1  | f      | rev    | CTCCCCACAACCTATGATTC  |
| Hoxa1  | g      | rev    | TAAGACCCTTTGGATGAGGA  |
| Cdc25a | h      | rev    | AAATCCAAACAAACTCCGTG  |
| Cdc25a | i      | rev    | TGGATCAAGGGAGAAGGTAA  |
| Cdc25a | l      | rev    | CTGTGAACCTCTTTCTTCCA  |
| Oct3/4 | m      | rev    | TCCCCTCACACAAGACTTCC  |
| Oct3/4 | n      | rev    | CAGGAGGCCTTCATTTTCAA  |

List of primers used for Tet1 ChIP analysis

How the deposited data were processed for this re-analysis (not part of the article)

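5hmC was measured by GLIB-Seq in 6 libraries, 1 for each of ESCs, MEFs, brain, liver, and ESCs with shGFP or shSuz12. RNA-Seq libraries of the shGFP and shSuz12 cells, and data on H3K27me3, Tet1, Sin3a, Suz12, enhancers and expression, were not analysed here. Where the MEFs' embryonic day differs between the methods (13.5) and the sample labels (11), both are given.

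The authors mapped the reads to mm9 with Bowtie, keeping unique hits, collapsed redundant reads and called peaks with MACS, library by library. The deposited score of each peak is the authors' value from MACS, taken here as 10 times the negative log10 of its p-value. It was used here to rank or filter peaks, with a common score of at least 80 as 1 of the filters. Scores were also set against the lowest scores of the lists. The lists give no read counts, so the depth of a library is unknown, and a longer list can come from deeper sequencing or from a lower threshold. The threshold and control of each list are not named in the paper's text for GLIB-Seq. The lowest scores correspond to p-values of 1e-08 in ESCs and liver, 0.001 in MEFs and brain, 1e-05 in shGFP and 0.00092 in shSuz12, on that scale, so the lists do not have the same threshold. No peak passed the end of a chromosome of the reference, no peaks of a list overlapped each other, and chromosome 1 has 197195432 bp in the reference used.

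Peaks were compared with the GENCODE annotation of NCBIM37 (mouse release 1, Ensembl 65), with 22367 protein-coding genes and 37273 annotated genes on the nuclear chromosomes. Mitochondrial peaks were left out. Densities are the percentage of a library's peaks whose midpoint lies in a segment, divided by the bp of the segment. Promoters are the TSS ± 1 kb, and gene bodies are the rest of the gene span. The TSS of a gene is the outermost start of its annotated span, which need not be the start in use. The profile around the TSS was read every 50 bp up to 5 kb from the TSS. The overlap between libraries was set against 100 circular shifts of the peaks within each chromosome, and the promoters of a list of developmental regulators, chosen by symbol, against 10000 random lists with the same CpG classes. ChIP primers were placed on the reference with up to 4 mismatches each, a limit raised after 1 region had not been found with fewer. Shares have exact (Clopper-Pearson) 95% intervals, which cover counting error only. With 1 library per condition there is no test between conditions and no spread between replicates.

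Genes named in the text are those the paper names beside 5hmC (Pou5f1, Alb, Eef1a1, Kdr and Cdc25a; another is not reported here) and the 5 protein-coding genes with the largest fall, from shGFP to shSuz12, in bp covered by peaks within 1 kb of the TSS among those also covered in ESCs, with ties by symbol. The alternatives set before the data were examined were the 50% of each list with the highest scores, equal numbers of peaks, an overlap of at least 1 bp or bp covered in place of midpoints, promoters of 2 kb or 500 bp on each side, gene bodies as whole spans, all annotated genes, another region for the CpG classes, other flanks of the TSS and an overlap of at least 50% of both peaks. A common score of at least 80 was added after the data had been seen.

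The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and samtools 1.23.1 indexed the genome. The steps were tested on simulated peaks. A simulated 3-fold promoter density was recovered as 2.98 over 136941 peaks, a 3-fold exon density as 3.01 over 141278 peaks, and a share of 41.8% of 100000 peaks shared as 41.7%. A TSS simulated at 0.5 times its flanks was recovered as 0.523 over 22367 TSSs, and a simulated excess of 1.5 times the fit as 1.51 over 2000 bins.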

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

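The tests of the score threshold, of depth and of clusters of peaks were chosen only after the result was seen. What the fit and the density outside genes would show was set down before their values were known, but after the pattern had been seen in the same data, and the limits by which the tests were judged were set with the densities by chromosome known. The paper does not analyse peaks by chromosome.

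Chromosome 8 had a higher density of peaks in the ESC libraries than in the others. Relative to its share of the genome, its density of peaks was 1.81 in ESCs, 1.78 in shGFP and 1.87 in shSuz12, against 1.15 in MEFs, 1.19 in brain and 1.15 in liver. The score threshold is argued against as the whole cause, since ESCs and liver have the same lowest score and the density on chromosome 8 was still 1.58 times higher in ESCs. A fit of the number of ESC peaks per 1 Mb to GC, CpG and gene content over the other autosomes left 1.42 times as many peaks on chromosome 8 as fitted, above the 0.85 to 1.08 of the other autosomes, and in MEFs, brain and liver the same value was 0.965, 0.98 and 0.918. A library-wide difference in depth or enrichment is argued against too. At a score of at least 80, the ESC libraries had both the fewest peaks (23594 in shSuz12) and the most (171865 in ESCs), and the lowest density on chromosome 8 among them was still 1.42 times the highest of MEFs, brain and liver. Nor did the excess sit in a few clusters, as 13 of 14 windows of 10 Mb were above the mean of MEFs, brain and liver, all but the short one at the end of the chromosome. A candidate explanation is an extra copy of chromosome 8 in the ESC line, which would raise all 3 ESC libraries inside and outside genes. Outside genes, the lowest of the 3 ESC libraries was 1.44 times the highest of MEFs, brain and liver. This remains a hypothesis: peak lists give no copy number, and a difference between ESCs and the differentiated cells in 5hmC itself on this chromosome was not tested and stays open.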

How the results depend on the processing

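The common score of at least 80 was chosen after seeing the data. Of 297 values under an alternative, 81 stayed within the 95% counting interval of the value reported or equalled it, 197 left it and 19 changed to the other side of a ratio of 1. Where values left the interval or changed sides, the cause was not tested. The unknown depth of the libraries limits comparisons of peak numbers, widths and shares between them. No paired analysis was possible because each condition has 1 library. Some results kept their side of 1 under each alternative run for them. The exon to intron ratio stayed above 1 in all 4 cell types (from 1.18 to 5.24), and the TSS of these cell types below its flanks (from 0.318 to 0.954). The overlaps stayed above those of shifted peaks (from 3.38 to 13.8), and the promoter to gene body ratio of ESCs above 1 (from 1.06 to 1.79). The highest exon and promoter ratios, 5.24 and 1.79, came with an overlap of at least 1 bp, by which an even spread also lies above 1. Relative to covered bp, shSuz12 stayed below shGFP at the TSS (from 0.738 to 0.86). The promoter to gene body ratio of MEFs, brain and liver, the LCP to HCP ratio of the 4 cell types, the ICP to HCP ratio of MEFs and liver and the TSS to flank ratio of shSuz12 did not keep their side of 1. For brain, the promoter to gene body ratio reached 1.0 only with an overlap of at least 1 bp, where 1 is not an even spread. For the profile along genes the score of at least 80 was the only alternative run.

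The peaks covered 117, 133, 122, 115, 76.2 and 45.9 Mb in ESCs, MEFs, brain, liver, shGFP and shSuz12 with the 50% of each list with the highest scores. They were 179, 102, 66.6, 169.7, 82.3 and 19.9 with a score of at least 80 in every library.

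The promoter density was 1.25, 0.825, 0.439 and 0.712 times that of gene bodies in ESCs, MEFs, brain and liver with the 50% of each list with the highest scores. With equal numbers of peaks per library, they were 1.19, 0.869, 0.482 and 0.839. The same values were 1.79, 1.44, 1.0 and 1.75 with an overlap of at least 1 bp. Bp covered in place of peaks gave 1.17, 0.844, 0.484 and 0.787. For promoters of 2 kb on each side, the values were 1.22, 1.01, 0.678 and 1.13. Taking promoters of 500 bp on each side gave 1.06, 0.662, 0.355 and 0.495. Values of 1.1, 0.839, 0.553 and 0.81 came with all annotated genes. Results became 1.13, 0.766, 0.347 and 0.839 with a score of at least 80 in every library.

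The exon density was 3.54, 1.3, 1.95 and 2.11 times that of introns in ESCs, MEFs, brain and liver with the 50% of each list with the highest scores. They were 3.23, 1.33, 1.87 and 1.97 with equal numbers of peaks per library. With an overlap of at least 1 bp, they were 5.24, 3.03, 4.19 and 4.54. The same values were 2.56, 1.18, 1.65 and 1.85 with bp covered in place of peaks. All annotated genes gave 2.93, 1.36, 1.77 and 1.92. For a score of at least 80 in every library, the values were 3.02, 1.25, 2.15 and 1.97.

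LCPs had 2.43, 1.38, 2.28 and 0.926 times the density of HCPs in ESCs, MEFs, brain and liver with the 50% of each list with the highest scores. Taking equal numbers of peaks per library gave 2.04, 1.26, 2.13 and 0.714. Values of 1.12, 0.705, 0.959 and 0.417 came with an overlap of at least 1 bp. Results became 1.95, 1.14, 1.69 and 0.71 with bp covered in place of peaks. They were 0.91, 0.632, 0.807 and 0.393 with promoters of 2 kb on each side. With promoters of 500 bp on each side, they were 6.28, 4.41, 10.9 and 3.33. The same values were 1.4, 0.939, 1.9 and 0.712 with all annotated genes. CpG classes from the 1 kb on each side of the TSS gave 1.2, 0.857, 1.31 and 0.549. For a score of at least 80 in every library, the values were 1.81, 1.71, 3.02 and 0.714.

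ICPs had 2.69, 1.6, 2.26 and 1.32 times the density of HCPs in ESCs, MEFs, brain and liver with the 50% of each list with the highest scores. Taking equal numbers of peaks per library gave 2.34, 1.5, 2.26 and 1.18. Values of 1.5, 1.0, 1.24 and 0.842 came with an overlap of at least 1 bp. Results became 2.2, 1.38, 1.77 and 1.1 with bp covered in place of peaks. They were 1.29, 0.913, 1.13 and 0.81 with promoters of 2 kb on each side. With promoters of 500 bp on each side, they were 5.25, 3.49, 7.34 and 3.25. The same values were 2.11, 1.33, 2.22 and 1.1 with all annotated genes. CpG classes from the 1 kb on each side of the TSS gave 2.46, 1.58, 2.32 and 1.11. For a score of at least 80 in every library, the values were 2.12, 1.82, 2.53 and 1.18.

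TSS coverage was 0.86, 0.564, 0.422, 0.318, 1.27 and 1.04 times that of the flanks in ESCs, MEFs, brain, liver, shGFP and shSuz12 with the 50% of each list with the highest scores. Taking all annotated genes gave 0.954, 0.702, 0.622, 0.497, 1.25 and 1.06. Values of 0.826, 0.721, 0.41, 0.353, 1.22 and 0.948 came with flanks at 2 to 5 kb. Results became 0.80, 0.573, 0.394, 0.326, 1.26 and 1.19 with a score of at least 80 in every library.

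Coverage at the end of genes was 1.77, 1.58, 5.12 and 3.82 times that of the first part in ESCs, MEFs, brain and liver with a score of at least 80 in every library.

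The ratio of the observed to the shifted overlap was 3.79, 4.3, 4.29, 8.14 and 7.82 for ESC peaks with MEF, brain and liver peaks and for shGFP and shSuz12 peaks with ESC peaks with the 50% of each list with the highest scores. They were 3.45, 3.58, 3.51, 6.24 and 6.29 with equal numbers of peaks per library. With an overlap of at least 50% of both peaks, they were 6.12, 6.39, 6.48, 13.8 and 10.8. The same values were 3.53, 3.98, 3.38, 6.1 and 6.57 with a score of at least 80 in every library.

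The share of promoters with a peak in shGFP that had none in shSuz12, of those in shGFP that had none in ESCs and of those in ESCs that had none in shGFP was 56.1, 24.7 and 37.2% with the 50% of each list with the highest scores. Equal numbers of peaks per library gave 46.2, 26.6 and 28.1. For promoters of 2 kb on each side, the values were 34.2, 14.4 and 28.6. Taking promoters of 500 bp on each side gave 52.2, 24.5 and 32.5. Values of 47.1, 29.6 and 33.4 came with the midpoint of a peak in the promoter. Results became 78.7, 12.8 and 48.0 with a score of at least 80 in every library.

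Relative to covered bp, TSS coverage of shSuz12 over shGFP, shGFP over ESC and shSuz12 over ESC was 0.753, 1.35 and 1.02 with equal numbers of peaks per library. They were 0.811, 1.3 and 1.06 with all annotated genes. With a score of at least 80 in every library, they were 0.86, 1.62 and 1.39.

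The share of listed developmental regulator promoters with a peak was 31.9, 3.38, 5.31, 6.28, 38.6 and 20.8% in ESCs, MEFs, brain, liver, shGFP and shSuz12 with the 50% of each list with the highest scores. The same values were 35.7, 4.35, 9.18, 9.66, 51.2 and 30.9 with equal numbers of peaks per library. Promoters of 2 kb on each side gave 54.6, 18.8, 18.4, 14.5, 69.1 and 54.1. For promoters of 500 bp on each side, the values were 30.0, 6.28, 6.76, 5.31, 38.6 and 19.8. Taking a score of at least 80 in every library gave 38.6, 1.93, 1.45, 9.66, 41.5 and 10.6.

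The relative densities of chromosome 8 and then chromosome X, library by library in the order ESCs, MEFs, brain, liver, shGFP and shSuz12, were 2.08, 0.0252, 1.2, 0.0429, 1.23, 0.00265, 1.21, 0.0101, 1.99, 0.0364, 2.04 and 0.0454 with bp covered in place of peaks. Values of 1.81, 0.0301, 1.23, 0.0153, 1.28, 0.00475, 1.15, 0.0126, 2.03, 0.0273, 2.75 and 0.0241 came with a score of at least 80 in every library.

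The share of ESC peaks missed in shGFP, of shGFP peaks missed in shSuz12 and of shSuz12 peaks missed in shGFP was 45.3, 55.4 and 53.4% with the 50% of each list with the highest scores. Results became 35.8, 51.3 and 46.3 with equal numbers of peaks per library. They were 53.8, 68.1 and 69.4 with an overlap of at least 50% of both peaks. With a score of at least 80 in every library, they were 62.2, 79.1 and 32.6.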

Differences from the paper's values

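The density of peaks on promoters, in 1e-08 percent of the peaks per bp, was 3.43 in brain against the paper's about 5.7 in Fig. 2A, read by eye. The value came within 1.5 times of the paper's with an overlap of at least 1 bp in place of the midpoint (7.09 in brain), and with promoters of 2 kb on each side (4.71 in brain), and with no other alternative set before the data were examined.

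The density of peaks in exons, in 1e-08 percent of the peaks per bp, was 16.3 in ESCs against the paper's about 29, 7.41 in MEFs against the paper's about 18, 11.8 in brain against the paper's about 26 and 13.2 in liver against the paper's about 29 in Fig. 2B, read by eye. The value came within 1.5 times of the paper's with an overlap of at least 1 bp in place of the midpoint (34.4 in ESCs, 17.7 in MEFs, 30.4 in brain and 34.6 in liver), and with no other alternative set before the data were examined.

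The density of peaks on LCPs, in 1e-08 percent of the peaks per bp, was 4.72 in MEFs against the paper's about 2.9 in Fig. 2D, read by eye. The value came within 1.5 times of the paper's with promoters of 2 kb on each side (4.28 in MEFs), and with all annotated genes (4.14 in MEFs), and with CpG classes from the 1 kb on each side of the TSS (3.97 in MEFs), and with no other alternative set before the data were examined.

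The density of peaks on ICPs, in 1e-08 percent of the peaks per bp, was 9.15 in ESCs against the paper's about 5.7, 5.97 in MEFs against the paper's about 2.6, 4.24 in brain against the paper's about 2.1 and 7.74 in liver against the paper's about 2.9 in Fig. 2D, read by eye. The value came within 1.5 times of the paper's with promoters of 500 bp on each side (8.02 in ESCs and 2.65 in brain), and with no other alternative set before the data were examined. None of the alternatives set before the data were examined closed the gap in MEFs and liver. A score of at least 80 in every library, chosen after seeing the values, also closed it (3.12 in brain).

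The density of peaks on HCPs, in 1e-08 percent of the peaks per bp, was 4.33 in ESCs against the paper's about 0.5, 4.46 in MEFs against the paper's about 0.2, 2.0 in brain against the paper's about 0.1 and 6.58 in liver against the paper's about 0.4 in Fig. 2D, read by eye. None of the alternatives set before the data were examined closed the gap in ESCs, MEFs, brain and liver.

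Of the alternatives that closed a gap, some also took other values past 1.5 times of the paper's in Fig. 2, read by eye, that had been within it. An overlap of at least 1 bp in place of the midpoint did so for liver (13.1 against about 6) on promoters, ESCs (6.56 against about 4.3), brain (7.25 against about 4.8) and liver (7.61 against about 5) in introns and ESCs (10.9 against about 5.9), brain (6.54 against about 2.9) and liver (7.71 against about 3.2) on LCPs. Promoters of 500 bp on each side did so for MEFs (3.68 against about 5.7) and liver (3.6 against about 6) on promoters and ESCs (9.58 against about 5.9) on LCPs. A score of at least 80 in every library, chosen after seeing the values, did so for brain (8.02 against about 4.8) on gene bodies and brain (7.26 against about 4.8) in introns.

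The paper states that LCPs and ICPs carry more 5hmC than HCPs in all cell types. The LCP density was 0.714 times the HCP density in liver and 1.06 times in MEFs, and the ICP density was 1.18 and 1.34 times, respectively. With promoters of 500 bp on each side, the LCP ratio was 6.28, 4.41, 10.9 and 3.33 in ESCs, MEFs, brain and liver. The ICP ratio was 0.81 in liver and 0.913 in MEFs with promoters of 2 kb on each side, and 0.842 and 1.0 with an overlap of at least 1 bp.

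Fig. 2A draws a higher density on promoters than on gene bodies in each of the 4 cell types. By midpoints the ratio was 0.894 in MEFs, 0.492 in brain and 0.839 in liver, and by an overlap of at least 1 bp it was 1.44, 1.0 and 1.75. The values by overlap are raised by the short length of promoters and cannot be read against 1. With promoters of 2 kb on each side it was 1.01 in MEFs and 1.13 in liver.

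The supplement describes a high level of 5hmC at the ChIP region b of Kdr. No ESC peak overlapped region b, the nearest being 145 bp away.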

Other observations

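The tests of a depth or enrichment difference, of the shGFP library against untransfected ESCs, of the developmental regulators, of the score thresholds and of a single copy of X were chosen only after the result was seen. What the fit on X would show was set down before its value was known, but after the pattern had been seen.

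The fall in TSS coverage from shGFP to shSuz12 can be set beside untransfected ESCs. Relative to all bp covered in each library, TSS coverage in shSuz12 was 0.749 times that in shGFP. The different score thresholds stay open as a cause. At a score of at least 80 in both the ratio was 0.86 (interval 0.747 to 0.988, from counting error in the TSS shares of both), but shGFP and ESCs, neither with a knockdown, were further apart at that score (1.62 times), and with the depth unknown a common score is not a common threshold. A lower depth or enrichment of the shSuz12 library may contribute to the fall before this scaling, to 0.516 times shGFP at the TSS. Of the shGFP peaks away from promoters, 49.7% met no shSuz12 peak, no fewer than the 45.8% on promoters. The paper reports lower global DNA hydroxymethylation on dot blots after Suz12 silencing. Such a global loss could also remove peaks away from promoters, so these shares cannot tell it from a weaker library. The shares do not account for the fall relative to all bp covered, as a loss across the library is already divided out of it. The scaling divides out a real global loss as well. The shGFP library also differed from ESCs, with 1.41 times the TSS coverage of ESCs relative to all bp covered, while shSuz12 was at 1.06 times that of ESCs, so part of the fall may come from a shGFP library high at the TSS. With the common score of at least 80, shSuz12 was at 1.39 times ESCs and so no longer near them. The knockdown itself, the biological explanation the design gives, stays open, as 1 library per condition cannot separate it from these.

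For the 207 promoters of a list of developmental regulators fixed by symbol (Hox, Pax, Sox, Fox and similar families), 38.6% had a peak in ESCs (32.0 to 45.6%), 9.66% in MEFs, 10.1% in brain and 9.66% in liver, and 51.2% in shGFP and 30.9% in shSuz12. The median of 10000 random lists with the same CpG classes was 33.3, 32.9, 21.3 and 33.8% in ESCs, MEFs, brain and liver and 28.5 and 22.7% in shGFP and shSuz12, and the list lay at percentile 94.8 in ESCs, 0 in MEFs, 0 in brain, 0 in liver, 100 in shGFP and 99.8 in shSuz12. The list is not a list of H3K27me3 targets and holds 40 Hox genes, which lie side by side and are not independent. Without them, 35.9% had a peak in ESCs and 46.1% in shGFP, and 29.9% in shSuz12. Of the 106 list promoters with a peak in shGFP, 48.1% had none in shSuz12 (38.3 to 58.0%), against 44.1% of other promoters (42.8 to 45.3%). Of the promoters without a peak in shGFP, 8.91% on the list (4.16 to 16.2%) and 8.57% elsewhere (8.14 to 9.01%) had one in shSuz12. With these similar rates of loss and gain, the number of promoters with a peak was 0.604 times that of shGFP on the list and 0.792 times elsewhere, where fewer had a peak to begin with (26.9%). Set against ESCs in place of shGFP, shSuz12 was at 0.8 times on the list and 0.669 times elsewhere, and 38.8% of the list promoters (28.1 to 50.3%) and 47.2% of the others (46.0 to 48.3%) with a peak in ESCs had none. A loss centred on these promoters cannot be told apart from a loss shared by all promoters, because the intervals overlap and each condition has 1 library. Of the net fall of 1281 promoters from shGFP to shSuz12, 42 were on the list. Of the 80 list promoters with a peak in ESCs, 12.5% had none in shGFP (6.16 to 21.8%), against 32.2% of the others (31.1 to 33.3%).

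Kdr, which the paper names as bivalent in ESCs, had peaks in MEFs and brain, while the liver list held none. Of the 2000 bp around its TSS, peaks covered 0, 0, 802 and 0 bp in ESCs, MEFs, brain and liver. Within Kdr, peaks covered 5360, 11807, 7603 and 0 bp, respectively. The highest score within the gene was 70.2 in brain, below the lowest score of the ESC and liver lists. Brain therefore cannot be compared with them within the gene. The brain peak behind the 802 bp, upstream at -2863 to -198 bp, had a score of 98.8, above that lowest score.

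Chromosome X held few peaks in all 6 libraries, 328 in ESCs, 757 in MEFs, 22 in brain, 104 in liver, 351 in shGFP and 454 in shSuz12. The score threshold does not account for it, since MEFs, which with brain have the lowest threshold, were at 0.0551 of an even spread on X against at least 0.87 on each autosome. GC, CpG and gene content do not either, as the ESC peaks on X were 0.116 times those fitted from the autosomes. A single copy of X in these cells stays open and cannot be told apart from a filter or a mapping effect on X, because how far it would lower the density, 0.0301 of an even spread in ESCs, depends on the unknown depth and on the peak caller. As the whole cause a single copy would have to remove each peak with a score under 541 in ESCs, 294 in brain and 800 in liver. These are 6.76, 9.79 and 10 times the lowest score of the list, but in shSuz12 it is only 2.59 times. The peaks seen on X were 0.116, 0.00574, 0.0379 and 0.178 of those fitted in ESCs, brain, liver and shSuz12. The sex of the cells and animals was not used here, and no biological explanation was tested.

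The 100-kb window with the largest fall in bp covered from shGFP to shSuz12 lies on chromosome 8 from 111200001 to 111300000, over Zfhx3, with 47088 bp in shGFP and 21222 bp in shSuz12, against 46738 bp in ESCs. Of the 5 windows with the largest falls, those ranked 1, 2 and 4 are on chromosome 8. The ranking is by bp lost, and chromosome 8 is dense in peaks in both libraries (1.78 in shGFP and 1.87 in shSuz12). A loss shared by the whole genome would also rank its windows high, so the ranking does not point to chromosome 8.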
